A study of Mus musculus with 6 samples. Its data were reported in "3’Pool-seq: an optimized cost-efficient and scalable method of whole-transcriptome gene expression profiling" (2020).

How the data were processed

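RNA sequencing with the TruSeq mRNA protocol was analysed in frontal cortex from 6 mice aged 3 months, 3 homozygous GFAP-IL6 mice and 3 wild-type (WT) C57BL/6 mice. Groups and replicate numbers were taken from the sample titles. The counts were deposited by the authors as a table with a row per gene and a column per library. According to the methods of the study, reads were aligned to the mm10 mouse assembly with STAR, and uniquely aligned reads were assigned to GENCODE genes with featureCounts. The methods do not state whether the strand of a read was used in counting. The values were whole numbers with different totals in each library, and no further normalization had been applied. The table also gave a length in bases for each gene, which was used for TPM and for checks on gene length. It held 33000 genes, 0 rows without a gene name and 0 spike-in rows, so spike-in transcripts were not analysed here. The symbol of 61 genes occurred in more than 1 row, and rows were kept apart by Ensembl identifier. Libraries of the 3’Pool-seq protocol were not used here.

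Gene positions were taken from GENCODE release M21 on the GRCm38 assembly, the same assembly as mm10. Of the 33000 gene identifiers, 32593 matched this release without their version suffix, and all of these matched on the same chromosome. Exon overlap between genes and GC content were computed from the same annotation, and 15268 of the 15341 genes tested had a GC value.

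Total counts ranged from 7559524 in GFAP-IL6 replicate 2 to 16877001 in WT replicate 2. A gene with 3 counts or fewer in each library of a group was treated as being at the floor of detection, and a fold change against such a group is given as a lower bound, computed against 3 counts. The floor corresponded to between 0.178 and 0.397 CPM (counts scaled to a library total of 1 M, for mega). Floors cover counting error only, and duplicate reads could not be removed, since the reads carried no molecular identifiers. Standard errors and intervals of log2 fold changes include the spread between mice, and the Wilson interval of a share of genes treats genes as independent. The counts of no pair of libraries were the same within sampling noise, as the chi-square per degree of freedom over genes was between 2.32 and 21.6 for the 15 pairs.

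Differential expression was tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood F-test on raw counts, with TMM scaling, the filterByExpr filter on low counts and Benjamini-Hochberg adjustment over the 15341 genes that passed. The design held the group and no covariate. A gene was called a differentially expressed gene (DEG) at an adjusted p under 0.05 with an absolute log2 fold change over 1, the thresholds of the study. The authors used DESeq2, and DESeq2 1.42.0 was run beside edgeR with and without its prior on fold changes. Standard errors of log2 fold changes were derived from the F statistic. Expression levels of single genes are TMM-scaled CPM with the standard deviation (SD) over replicates. Library measures were compared between groups by exact two-sided permutation tests, whose smallest p for 3 against 3 libraries is 0.1.

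Before the data were examined, 17 lists with 178 genes in total were fixed from general knowledge of brain cell types and inflammation. They covered IL6-STAT3 signalling, reactive astrocytes, homeostatic and activated microglia, MHC class I and class II presentation, interferon-stimulated genes, complement, infiltrating leukocytes, neurons, oligodendrocytes, endothelial cells, immediate early genes, striatum, choroid plexus, blood and sex-linked genes. Lists with at least 3 tested genes were tested with camera (limma 3.58.1) on the edgeR counts model with a preset correlation of 0.01 between genes. The self-contained fry test and camera with an estimated correlation were run beside it. The rule for naming genes was also fixed before the data were examined. Il6 and Gfap were named first, followed by up to 8 higher and 4 lower DEGs with the smallest adjusted p among those whose groups did not overlap. Only 2 lower genes met this rule. Other genes are named as members of a list or as chosen after their values were seen.

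Genes were counted as detected above 1 CPM. Correlations between libraries are Pearson coefficients of log2(CPM + 1) across the 22621 genes with a count in any library. Lower depth was simulated by binomial thinning of every library to 5, 2, 1 and 0.5 M counts with 5 seeds each.

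The edgeR, DESeq2 and limma-voom fits and the list tests, but not the offset or the other steps, were tested on simulated counts drawn from the means and totals of these libraries, with 200 genes changed by known fold changes. Calls on simulated counts were made at an adjusted p under 0.05 with no fold change threshold. The changed genes were taken from those that passed the filter and had absolute log2 fold changes over 1. The shares below thus describe neither the DEG rule nor smaller changes. Among 15357 simulated genes tested, edgeR recovered 95% of the changed genes, and 4.04% of its calls were false. Without the low-count filter, 21921 genes were tested, 98% were recovered and 10.5% of calls were false. DESeq2 with its prior recovered 91.5% of the changed genes among 16957 genes tested, with a median absolute error of 0.61 in the log2 fold change, against 0.09 without the prior. Among 15357 genes, camera and fry called 0 of 20 random lists, and camera called the 1 list that was changed. The simulated genes were drawn independently of each other. The check therefore cannot show whether the preset correlation is large enough for genes that vary together.

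Alternatives fixed before the data were examined were DESeq2, limma-voom, other scaling factors, other low-count filters, the replicate number as a block, leaving out each library, thinning to the smallest library, and other thresholds, pseudocounts, correlations and seeds. An offset for gene length and GC content, the same offset with TMM factors computed again on the corrected counts, the removal of genes overlapped on the opposite strand, camera on log2 CPM, and leaving out libraries in the detection, correlation and depth results were added after the data were seen.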

Results

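TruSeq libraries were generated from the frontal cortex of 3 WT mice and 3 GFAP-IL6 mice, all 3 months old. TruSeq is the standard Illumina protocol for sequencing mRNA along its full length, and the study used these libraries as the reference for its 3’Pool-seq protocol. The GFAP-IL6 mouse carries a transgene that expresses the inflammatory cytokine IL6 in astrocytes under the promoter of Gfap. Each library came from a separate mouse. The WT libraries held 11591066, 16877001 and 16122030 counts for replicates 1, 2 and 3, and the GFAP-IL6 libraries held 11072008, 7559524 and 8860654. The mean total was 14.9 ± 2.86 M counts (SD, n = 3; M for mega) in WT and 9.16 ± 1.78 M counts (SD, n = 3) in GFAP-IL6. Each GFAP-IL6 library was thus shallower than each WT library, with an exact two-sided permutation p of 0.1, the smallest that 3 against 3 libraries allow. The 10 most abundant genes of each library took between 6.81% and 7.86% of its counts, and this share did not differ between groups (exact permutation p of 0.7). Of 5 sex-linked genes, Xist had at most 5 counts in any library, and Ddx3y had between 509 and 1485. No gene of this list was past an adjusted p of 0.05, and 0 had an unadjusted p under 0.05.

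The number of genes detected per library was examined first, since the study used it to compare library protocols. A mean of 14993 ± 127 genes (SD, n = 6) was detected above 1 CPM. The mean was 14902 ± 46.9 genes (SD, n = 3) in WT and 15083 ± 116 (SD, n = 3) in GFAP-IL6. All GFAP-IL6 libraries were above all WT libraries, with an exact two-sided permutation p of 0.1. After thinning of all libraries to the smallest total, the means were 14899 ± 22.8 and 15104 ± 91.5 genes (SD, n = 3 each). The threshold of TPM over 1 moved the number most, to 16278 ± 156 genes (SD, n = 6). The difference between groups depended on the threshold. At CPM over 0.5 all GFAP-IL6 libraries were again above all WT libraries. The means were 16045 ± 25.9 in WT and 16277 ± 10.5 in GFAP-IL6 (SD, n = 3 each), with an exact two-sided permutation p of 0.1. At TPM over 1 the groups overlapped, with means of 16169 ± 87.4 in WT and 16388 ± 132 in GFAP-IL6 (SD, n = 3 each) and an exact two-sided permutation p of 0.2. At 10 counts or more, which is not scaled to depth, it was reversed, with 15621 ± 389 in WT and 15002 ± 352 in GFAP-IL6 (SD, n = 3 each) and an exact two-sided permutation p of 0.2.

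Expression correlated highly between libraries across genes, which are not independent replicates. The mean Pearson coefficient was 0.995 over the 3 WT pairs and 0.996 over the 3 GFAP-IL6 pairs, with a mean of 0.993 over the 9 pairs between groups. Of the alternatives, Spearman’s coefficient moved the mean over replicate pairs most, to 0.986. The first principal component of log2 CPM took 47.3% of the variance and placed all WT libraries on one side of all GFAP-IL6 libraries.

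As a check of the labels, Il6 and Gfap were examined in every library. Il6 (ENSMUSG00000025746.9, chromosome 5, 30013114 to 30019981, plus strand) had 0, 2 and 0 counts in WT and 12, 10 and 24 counts in GFAP-IL6. Its level was 1.69 ± 0.862 CPM (SD, n = 3) in GFAP-IL6, at least 8.06-fold higher than the floor of 3 counts in WT, and edgeR gave an adjusted p of 0.00208. Without WT replicate 2, which holds the only WT counts, the fitted log2 fold change of Il6 was 7.21 in place of 4.92. Gfap (ENSMUSG00000020932.12, chromosome 11, 102887336 to 102900912, minus strand) rose from 94.4 ± 24.8 CPM (SD, n = 3) in WT to 677 ± 178 CPM (SD, n = 3) in GFAP-IL6. The log2 fold change of Gfap was 2.84 ± 0.20 (SE), with an adjusted p of 5.5e-06 by edgeR. The counts of both genes do not separate transcripts of the transgene from those of the endogenous gene. The prior of DESeq2 moved both estimates most, to log2 fold changes of 0.51 for Il6 and 1.31 for Gfap.

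**Figure D1:**
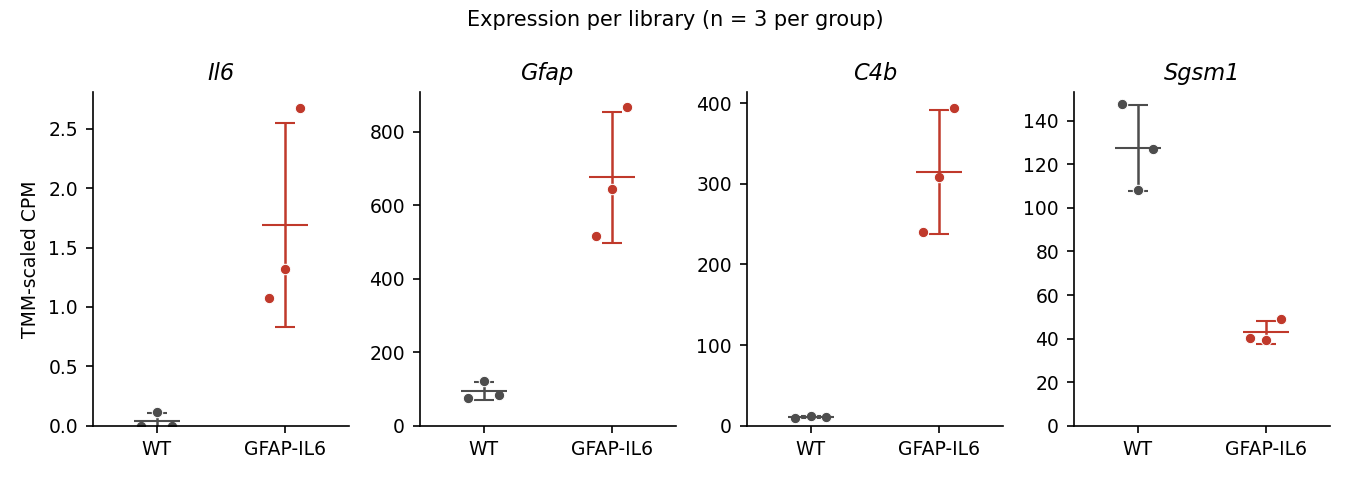
TMM-scaled CPM of Il6, Gfap, C4b and Sgsm1 in each of the 6 libraries, with points for libraries, long bars for group means and error bars for the SD of 3 replicates. Levels of Il6, Gfap and C4b are higher, and those of Sgsm1 lower, in all 3 GFAP-IL6 libraries than in any WT library.

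Differential expression between GFAP-IL6 and WT mice was then tested, the comparison for which the study used these libraries. Of 15341 genes tested by edgeR, 211 were DEGs at an adjusted p under 0.05 and an absolute log2 fold change over 1. Of these, 209 were higher in GFAP-IL6 and 2 were lower, so that 99.1% of DEGs were higher (95% Wilson interval 96.6% to 99.7%). DESeq2 gave 214 DEGs, of which 198 were shared with edgeR. The prior of DESeq2 moved the number most, to 48 DEGs, all 48 of them shared with edgeR. Leaving out GFAP-IL6 replicate 3 gave 129 DEGs, of which 125 were shared with the fit to all libraries. In 8 of the 211 DEGs, all WT libraries were at or under the floor of 3 counts. The 3 GFAP-IL6 libraries lay on one side of the 3 WT libraries in all 211 DEGs, as they did in 26.5% of all genes tested, where chance gives 10%. The DEGs were selected on these same libraries, which favours such separation, so it adds no support for the calls.

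With no threshold on the fold change, 439 genes had an adjusted p under 0.05, of which 407 were higher and 32 lower in GFAP-IL6. The median log2 fold change was 1.02 for the higher genes and -0.46 for the lower genes. Omission of the low-count filter moved this number most, to 1154 genes, of which 439 were shared. Without WT replicate 1 the number was 1061, of which 692 were higher and 369 lower, and without GFAP-IL6 replicate 3 it was 187. At an unadjusted p under 0.05 there were 1702 higher and 1437 lower genes.

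**Figure D2:**
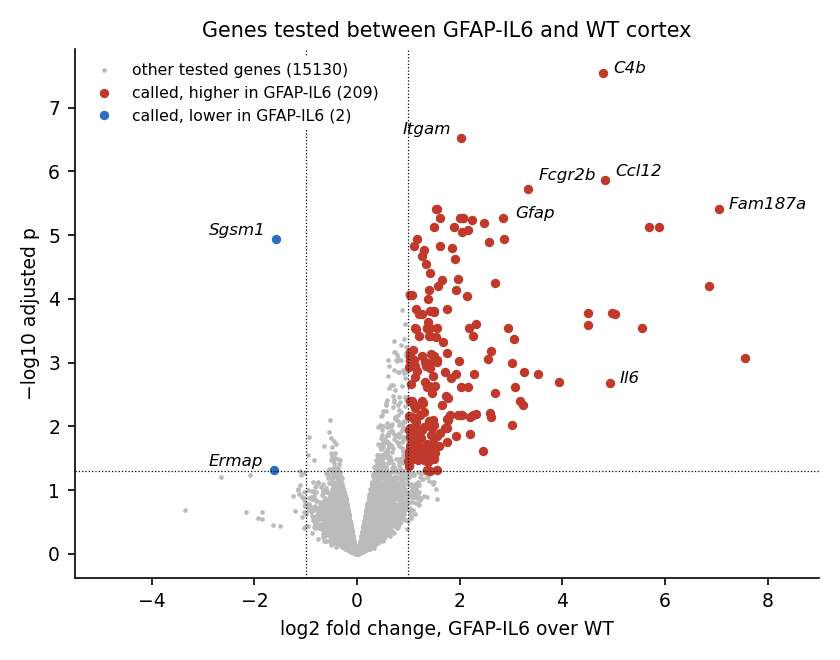
Log2 fold change of GFAP-IL6 over WT (x axis) against −log10 of the edgeR adjusted p (y axis) for the 15341 genes tested, with dotted lines at an adjusted p of 0.05 and at log2 fold changes of -1 and 1. The 209 higher DEGs reach log2 fold changes well above those of the 2 lower DEGs, Sgsm1 and Ermap, in absolute size.

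The gene with the smallest adjusted p was C4b (ENSMUSG00000073418.4, chromosome 17, 34728380 to 34743882, minus strand), which encodes a complement component. Its level was 11.2 ± 1.29 CPM (SD, n = 3) in WT and 314 ± 77.1 CPM (SD, n = 3) in GFAP-IL6, a log2 fold change of 4.80 ± 0.18 (SE) with an adjusted p of 2.9e-08 by edgeR. Itgam (ENSMUSG00000030786.16, chromosome 7, 128062640 to 128118491, plus strand) rose from 26.1 ± 1.80 to 106 ± 10.2 CPM (SD, n = 3 each). Ccl12 (ENSMUSG00000035352.3, chromosome 11, 82101845 to 82103400, plus strand) rose from 0.291 ± 0.027 to 8.57 ± 0.920 CPM (SD, n = 3 each). Fcgr2b (ENSMUSG00000026656.13, chromosome 1, 170958617 to 170976547, minus strand) rose from 2.98 ± 0.411 to 29.9 ± 6.81 CPM (SD, n = 3 each). Podxl (ENSMUSG00000025608.9, chromosome 6, 31519488 to 31563981, minus strand) rose from 29.8 ± 2.13 to 87.4 ± 10.3 CPM (SD, n = 3 each). C1qb (ENSMUSG00000036905.8, chromosome 4, 136880129 to 136886187, minus strand) rose from 34.8 ± 3.73 to 102 ± 8.14 CPM (SD, n = 3 each). Il1r1 (ENSMUSG00000026072.10, chromosome 1, 40225080 to 40317257, plus strand) rose from 4.14 ± 0.056 to 17.4 ± 1.40 CPM (SD, n = 3 each). The edgeR log2 fold changes were 2.03 for Itgam, 4.83 for Ccl12, 3.33 for Fcgr2b, 1.55 for Podxl, 1.54 for C1qb and 2.06 for Il1r1, with adjusted p values from 3.0e-07 for Itgam to 5.3e-06 for Il1r1. C4b, Ccl12 and Fcgr2b belong to families of similar genes, and their counts are uncertain to the extent that reads aligned to several members were left out by the counting. Of the relatives of Fcgr2b, Fcgr3 and Fcgr1 had log2 fold changes of 1.38 and 1.76, and Fcgr4 had 0, 2 and 2 counts in WT and 51, 40 and 51 in GFAP-IL6. Ccl8, a relative of Ccl12, had 0 counts in all WT libraries and 12, 7 and 5 in GFAP-IL6, while Ccl2 and Ccl7 had at most 5 counts in any library.

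Fam187a (ENSMUSG00000075510.3, chromosome 11, 102885169 to 102886731, plus strand) had 0, 4 and 0 counts in WT and 116, 100 and 147 counts in GFAP-IL6. Its log2 fold change was 7.04 ± 0.46 (SE), with an adjusted p of 3.8e-06 by edgeR. Without WT replicate 2, which holds all of its WT counts, the fitted value was 10.19. Fam187a lies 604 bases from the 3′ end of Gfap, on the opposite strand. As the strand of reads in the counting was not stated, reads from transcripts that extend past Gfap cannot be separated from reads of Fam187a.

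Both lower DEGs are named here. Sgsm1 (ENSMUSG00000042216.11, chromosome 5, 113243220 to 113310786, minus strand) decreased from 128 ± 19.9 CPM (SD, n = 3) in WT to 42.9 ± 5.26 CPM (SD, n = 3) in GFAP-IL6. Its log2 fold change was -1.57 ± 0.12 (SE), with an adjusted p of 1.2e-05 by edgeR. Ermap (ENSMUSG00000028644.14, chromosome 4, 119175457 to 119190011, minus strand) decreased from 1.502 ± 0.432 to 0.467 ± 0.083 CPM (SD, n = 3 each). Its log2 fold change was -1.62 ± 0.40 (SE), with an adjusted p of 0.048 by edgeR, and it had 3 to 5 counts in each GFAP-IL6 library. Ermap was not past the threshold under DESeq2, with an adjusted p of 0.150, nor in 5 of the 6 fits that left out one library.

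By annotation, 207 of the 211 DEGs were protein-coding genes. Their median length was 2669 bases against 3134 bases for all genes tested, and their median expression was 5.34 TPM against 21.5 TPM. Among 10000 random lists matched on expression, the median length was 2547 bases, and 82.0% of lists had a median at or below that of the DEGs. None of the DEGs, against 384 of the genes tested, had at least 50% of its exon bases in exons of a gene on the opposite strand.

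The processes and cell types among the changes were compared with gene lists fixed before the data were examined. The study described its DEGs as related mainly to neuroinflammation. With a preset correlation, camera called 10 of the 16 lists it could test at an adjusted p under 0.05, and in all 10 the median of the list was higher in GFAP-IL6. The same 10 lists were called by fry, and 4 of them by camera with an estimated correlation. These were complement, IL6-STAT3 signalling, MHC class I presentation and endothelial cells. The preset correlation also gave at least 10 lists in 7 of the 10 splits of the 6 libraries into groups of 3, the real split included, whereas fry gave as many in the real split alone. As the other splits mix WT and GFAP-IL6 libraries and keep part of their difference, these counts do not test either method.

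Among the 10 lists called, complement genes had the largest median, with a median log2 fold change of 1.54 over 9 genes tested, all higher, and an adjusted p of 1.5e-58 by camera and 0.00407 by fry. Of these, 7 were past an adjusted p of 0.05 over all genes and 9 when adjusted over the list alone. The median was 1.27 for MHC class II presentation (7 of 8 genes higher; adjusted p of 1.6e-10 by camera). It was 0.92 for reactive astrocytes (9 of 9 higher; 7.3e-21), and 0.84 for IL6-STAT3 signalling (11 of 11 higher; 4.2e-19). In these lists 4, 5 and 7 genes were past an adjusted p of 0.05 over all genes, and 7, 7 and 8 when adjusted over the list alone. The reactive astrocyte list holds Gfap itself. Lcn2, another of its genes, had 0, 1 and 0 counts in WT and 1, 21 and 15 in GFAP-IL6, and did not pass the low-count filter.

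MHC class I presentation had a median log2 fold change of 0.70 (10 of 11 genes higher; adjusted p of 2.6e-09 by camera). Homeostatic and activated microglia had medians of 0.52 and 0.55 (10 of 12 and 13 of 14 genes higher; 5.4e-14 for both). With Cst7, which was at the floor in WT, placed at its lower bound, the median of activated microglia was again 0.55. Endothelial genes had a median of 0.58 (10 of 10 higher; 6.0e-13), interferon-stimulated genes 0.53 (11 of 12 higher; 2.1e-06) and immediate early genes 0.48 (10 of 10 higher; 1.0e-09). Over all genes, 4 genes of MHC class I presentation, 6 of homeostatic microglia, 7 of activated microglia, 6 of endothelial cells, 2 of the interferon-stimulated list and 4 of the immediate early list were past an adjusted p of 0.05. When adjusted over the list alone the numbers were 9, 9, 9, 9, 7 and 5. The adjusted p by fry over these 6 lists ranged from 0.00407 to 0.0172.

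Neuronal genes had a median log2 fold change of -0.07 (9 of 12 genes lower; adjusted p of 0.134 by camera) and oligodendrocyte genes one of -0.27 (10 of 10 lower; 0.0689). None of these genes was past an adjusted p of 0.05 over all genes or when adjusted over the list alone, and 4 neuronal and 0 oligodendrocyte genes had an unadjusted p under 0.05. The neuronal list passed the threshold without WT replicate 2 (0.0166) and with the offset for gene length and GC content (0.0220, or 0.0395 with scaling computed again), and the oligodendrocyte list passed it without WT replicate 1 (7.6e-07) or GFAP-IL6 replicate 3 (0.000978). Of the 13 genes of infiltrating leukocytes, 2 passed the low-count filter, too few for a test, and neither was past an adjusted p of 0.05 or an unadjusted p of 0.05. Cd3d had 0 counts in every library and Cd3e at most 3. The blood list was not past the threshold (5 of 5 genes lower; median -0.16; adjusted p of 0.187), although it passed without GFAP-IL6 replicate 2 (0.0453). The lists for striatum (median -0.43, 8 of 10 genes lower) and choroid plexus (median -1.89, 4 of 4 genes lower) both had an adjusted p of 0.187, and none of their genes was past an adjusted p of 0.05 over all genes or over the list alone. In each of them 2 genes had an unadjusted p under 0.05. The striatal list became higher and passed the threshold without WT replicate 2 (0.00985), and stayed lower and passed it without WT replicate 1 (0.0118) or WT replicate 3 (0.0142). The choroid plexus list became higher without WT replicate 3 (0.224), and passed the threshold as lower without WT replicate 1 (0.0140) or WT replicate 2 (0.0191).

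**Figure D3:**
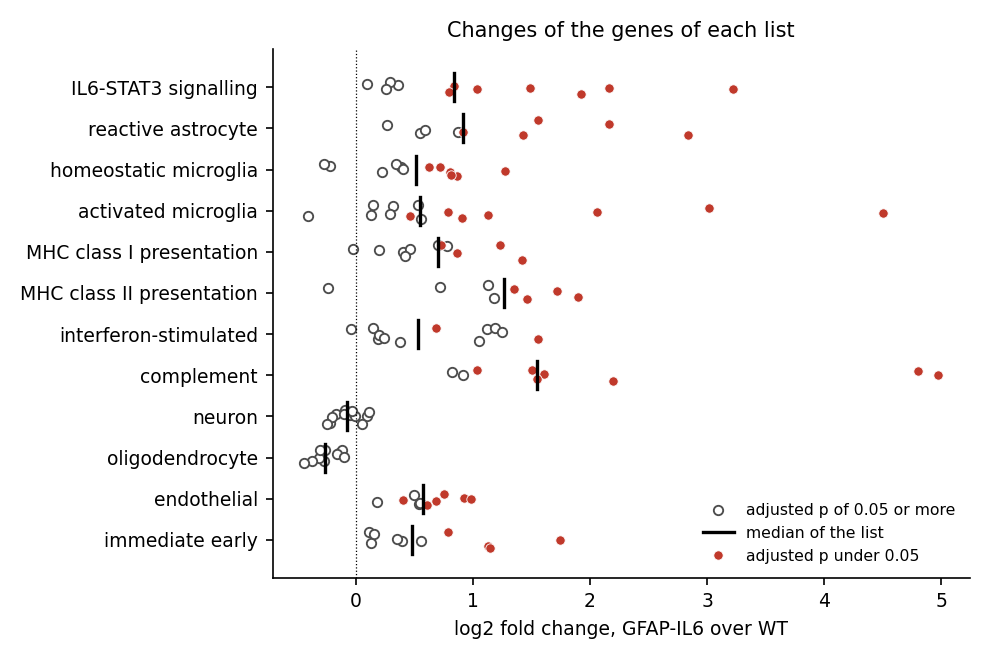
Log2 fold change of GFAP-IL6 over WT for each tested gene of the cell type and process lists (x axis), with filled points for an adjusted p under 0.05 over all genes and a vertical bar for the median of the list. Medians lie above 0 for 10 lists and reach 1.54 for complement, while those of the neuronal and oligodendrocyte lists are -0.07 and -0.27.

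Lower depth was simulated from these libraries to count the DEGs still called with fewer reads. At 5 M counts per library, a mean of 160 DEGs was called over 5 thinnings, with a range of 153 to 165, and a mean of 137 of these were also called at full depth. A mean of 95.2 DEGs (83 to 100) was called at 2 M counts, 56.8 (52 to 61) at 1 M and 26.4 (20 to 34) at 0.5 M. The genes shared with full depth numbered 77.2, 44.4 and 21.2 on average. This amounted to 64.8%, 36.6%, 21.04% and 10.05% of the 211 DEGs at 5, 2, 1 and 0.5 M counts. Leaving out GFAP-IL6 replicate 3 gave 101, 62, 34 and 16 DEGs at these depths, fewer than any of the 5 thinnings of all libraries.

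**Figure D4:**
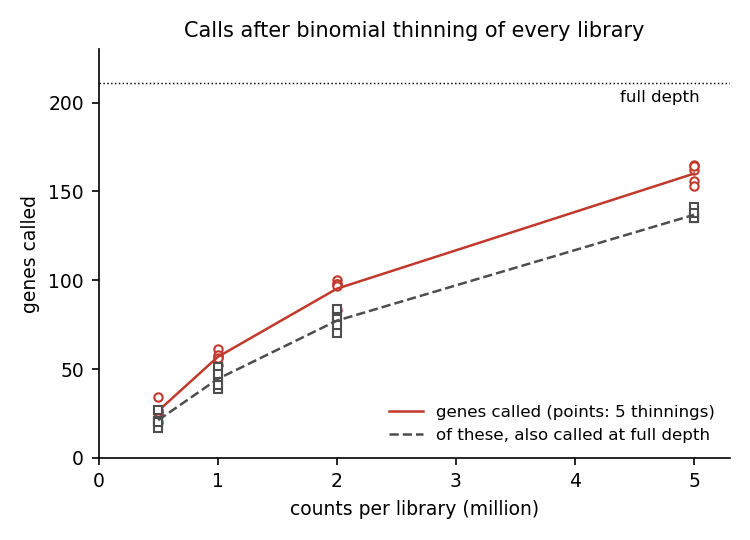
Number of DEGs (y axis) after binomial thinning of every library to the depth on the x axis, with open circles for 5 thinnings per depth, squares for the DEGs also called at full depth, and lines through their means. The mean falls from 160 at 5 M counts to 26.4 at 0.5 M, below the 211 DEGs of full depth marked by the dotted line.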

Values the study reported

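The study reported 194 differentially expressed genes between GFAP-IL6 and wild-type mice with TruSeq. It reported 28.7 ± 8.7 M uniquely mapped reads per TruSeq library, and 14,135 ± 211 genes detected at a TPM over 1.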

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

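The direction of Il6 and Gfap and their place past an adjusted p of 0.05 held in every alternative that tested them. Il6 did not pass the filter, and so was not tested, at a mean CPM of at least 1 or after thinning to the smallest library, and the same was true of Ermap. Across the 6 fits that each left out one library, the log2 fold change was between 4.37 and 7.21 for Il6 and between 2.62 and 3.07 for Gfap. With the prior of DESeq2 the 2 values were 0.51 and 1.31.

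The number of DEGs was 48 with the prior of DESeq2, and between 129 and 239 across the 6 fits that each left out one library, lowest without GFAP-IL6 replicate 3. The prior shrinks fold changes toward 0 by construction. In the remaining alternatives it was within 1.5 times the 211 given above, from 191 after thinning to the smallest library to 307 without the low-count filter. The number of genes at an adjusted p under 0.05 with no fold change threshold was between 187 and 1061 across the fits that each left out one library. It was lowest without GFAP-IL6 replicate 3 and highest without WT replicate 1. Without the low-count filter it was 1154. That fit tests more genes, but the p values of single genes also became smaller. By edgeR, the adjusted p was 3.9e-30 in place of 5.5e-06 for Gfap and 1.1e-42 in place of 2.9e-08 for C4b. The simulated data gave 10.5% false calls without the filter. The share of DEGs higher in GFAP-IL6 was 90.6% without the filter and 96.6% with the offset for gene length and GC content, and between 96.7% and 99.5% across the fits that left out one library. The cause was not tested. At an adjusted p under 0.05 alone, 80.9% of genes were higher by DESeq2, 69.4% without the filter and 70.7% with the offset, against 92.7% by edgeR, and between 65.2% without WT replicate 1 and 99.5% without GFAP-IL6 replicate 3 across the fits that left out one library.

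The replicate numbers were tried as a block. Deviations from the group means correlated between libraries of the same number with coefficients of 0.0996, 0.0147 and 0.0211. Between libraries of different numbers the coefficients ranged from -0.0770 to 0.0524. These small values do not decide whether libraries of the same number share a batch. With the replicate block there were 234 DEGs and 750 genes at an adjusted p under 0.05, and 888 such genes with the block and the offset together. Of the 750 genes 79.2% were higher, and of the 888 genes 48.6%. The offset also moved the median log2 fold change of all genes tested to -0.05, which shifts genes toward lower calls. With scaling factors computed again by TMM on the corrected counts the median was 0.00, and 87.9% of 488 genes were higher with the offset alone and 83.4% of 523 with the block. Scaling on library size alone moved the median to 0.02 and gave 470 higher and 21 lower genes. Counts of small changes in each direction thus depend on the scaling. The block alone changed the call of no other result given above.

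Of the gene lists, 4 passed the threshold in camera with an estimated correlation in place of 10. A version of camera on log2 CPM, run before the version on the counts model that had been fixed in advance, gave 10 lists with the preset correlation and 0 with the estimated one. From 10 to 13 lists passed across the fits that left out one library. The direction of 3 lists changed in some fits. Across the fits that left out one library, the adjusted p of the striatal list was between 0.00985 and 0.365, and the list became higher in GFAP-IL6 without WT replicate 2 (0.00985). That of the choroid plexus list was between 0.0140 and 0.390, and the list became higher without WT replicate 3 (0.224). That of the sex-linked list was between 0.466 and 0.970. The sex-linked list changed direction without WT replicate 2 (0.970) and with the offset for gene length and GC content, without (0.506) and with (0.512) the replicate block, as it did with scaling computed again (0.449 and 0.433). Among single lists, 16 other results fell below the threshold and 12 rose past it. Among named genes, 9 results fell below it, all of them for Ermap.

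The mean number of genes detected was 16161 at CPM over 0.5, 15311 at 10 counts or more and 16278 at TPM over 1. The mean correlation between replicate libraries was 0.988 with a pseudocount of 0.1, 0.992 over genes that passed the filter and 0.986 by Spearman’s coefficient. These measures differ by construction. Across the fits that left out one library, the number of DEGs was between 101 and 188 at 5 M counts, 62 and 116 at 2 M, 34 and 65 at 1 M, and 16 and 28 at 0.5 M, lowest without GFAP-IL6 replicate 3 at each depth. The cause was not tested. Alternatives that scale on or describe spike-ins were not run, as the table analysed had 0 spike-in rows. The depth of 7559524 counts in the smallest library limits the results for genes such as Il6 and Ermap, whose counts were at most 24 and 23.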

Other observations

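The tests of other splits for single genes, of cell types, of the ratio of Fam187a to Gfap, of the region around Sgsm1, of opposite-strand genes and of dissection were chosen after the results they bear on were seen. The thinning was fixed before the data were examined. The offset for gene length and GC content was added after the trend with length had been seen, but before its effect on the calls was known. The version of it with scaling computed again was added later, with the results of the first version known. The overlap required of nested genes was lowered to 75% after stricter settings had left few genes on the same strand.

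The real split was 1 of the 10 splits of the 6 libraries into groups of 3 that gave as many DEGs, and 1 of 10 that gave as many genes at an adjusted p under 0.05. The other splits each gave 0 calls, and between 156 and 1048 genes at an unadjusted p under 0.05. With 10 splits the share cannot fall below 0.1, so chance cannot be excluded by this count alone. For the gene lists, 7 of the 10 splits gave at least as many lists under camera with the preset correlation. Under fry, 1 of the 10 splits, the real one, gave as many lists, and the others gave 0. Every split but the real one mixes WT and GFAP-IL6 libraries within its groups. Such a split keeps part of the real difference and widens the spread within groups. These counts therefore cannot decide whether the small p values of camera can be read at face value.

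The GFAP-IL6 libraries were shallower, and the groups also differed in a trend with gene length. Across genes, the log2 fold change correlated with gene length with a Spearman coefficient of 0.21. The largest deviation was in WT replicate 2, where the median log2 deviation was 0.13 for genes in the shortest decile of length and -0.14 for genes in the longest. The 32 genes that were lower at an adjusted p under 0.05 had a median length of 1850 bases, against 3134 bases for all genes tested. Neither difference accounts for most of the DEGs. After thinning to the smallest library, 169 of the 211 DEGs were called again, but only 19 of the 32 lower genes. After an offset removed the trend with length and GC content, 190 of the 211 were called again, as were all 32 of the lower genes. The offset reduced the Spearman coefficient to 0.08, but it also shifted the median of all genes to -0.05, which favours lower calls. With scaling computed again on the corrected counts, 195 of the 211 DEGs and 25 of the 32 lower genes were called again, and the number of lower genes was 59 in place of 154. The median length of these 59 was 2874 bases. Which genes belong to the lower set may therefore depend in part on this correction and on depth.

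Markers of microglia and endothelial cells were higher in GFAP-IL6. A smaller share of neuronal RNA would raise the markers of every other cell type alike. The mean of the microglial and endothelial scores changed by 0.77 ± 0.29 (SE) more on the log2 scale than the oligodendrocyte score. The exact two-sided permutation p was 0.1, the smallest possible. The oligodendrocyte score itself changed by -0.22 ± 0.35 (SE), too variable a comparison to decide on this explanation. The homeostatic microglial markers did not move together, as more microglia with the same expression per cell would require. For 8 of the 12 markers the 95% interval of the log2 fold change excluded the median of the list, 0.52. Values ranged from -0.27 for P2ry12 and -0.22 for Gpr34 to 1.27 for Olfml3. A change of expression within microglia, with or without a change in their number, may explain this and stays open as a hypothesis.

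Sgsm1 was 1 of 2 lower DEGs, and the other, Ermap, had at most 23 counts in any library. The log2 fold change of Sgsm1 was between -1.68 and -1.45 across the fits that left out one library, and -1.76 after the offset, or -1.71 with scaling computed again, which argues against the trend with gene length and GC content. The annotation places 0% of its exon bases in exons of another gene, so reads shared with an overlapping gene do not explain it. Of 30 other genes tested within 1 Mb, 0 were lower at an adjusted p under 0.05, and their median log2 fold change was 0.05, which argues against a regional decrease around the gene. However, 3 of the 30 were higher, Crybb1, Hps4 and Tmem119, the last a marker of microglia, so that changes of another kind in the region stay open. For 29 of the 30, the 95% interval lay above the change of Sgsm1. Myo18b, the lowest of these neighbours, had a log2 fold change of -1.14 and an adjusted p of 0.0986. A difference at or near the gene, such as a variant between the mouse lines or the site where the transgene inserted, may be behind it, as may an effect of IL6 itself. Counts per gene do not separate these, and none was tested.

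Fam187a, beside the 3′ end of Gfap, had 363 counts in GFAP-IL6 and 4 in WT. In the GFAP-IL6 libraries its counts were 2.01%, 2.05% and 1.89% of those of Gfap. At the pooled GFAP-IL6 ratio, 84.1 counts were expected in WT in place of 4, which argues against transcripts that run past the end of Gfap in a fixed proportion. The next gene on that side, Ccdc103, which was chosen after its values were seen, had a log2 fold change of -0.08 with an adjusted p of 0.886. A candidate explanation is a transgene that carries sequence from the Gfap locus beyond the gene. The percentages differed by only 0.160 points across the 3 GFAP-IL6 libraries. This does not decide the question, since the counts of Gfap do not separate transgene from endogenous transcripts. A true response of Fam187a or more frequent read-through in activated astrocytes cannot be told apart from such a transgene, which is present in the whole of 1 group. If the transgene carries parts of Gfap, the counts of Gfap would include it.

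Genes nested in the exons of a gene on the opposite strand were counted at a level like that of their host. Among 182 such genes, with at least 75% of their exon bases inside the host, the median ratio of counts per base to those of the host was 1.15. Among 31 genes nested in this way on the same strand the median was 0, which argues against counting of reads to every gene they overlap. The ratios are consistent with reads that carry no strand information being assigned by strand, so that opposite-strand genes each receive part of the same reads. If so, counts of antisense genes may not measure antisense transcripts. Without the genes overlapped for at least 50% of their exon bases on the opposite strand there were 214 DEGs, which included all 211 given above. The mean total over the 6 libraries was 12.01 M counts. That is lower than the number of uniquely mapped reads quoted from the study above.

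Single WT libraries differed from all others in markers of neighbouring tissue. Of 10 striatal genes, 9 were highest in WT replicate 2, at a median of 2.04 times the mean of the other libraries. Drd2 had 71 counts there against 6 to 16 elsewhere, and Penk had 1490 against 320 to 532. All 10 genes were also expressed above a mean of 1 CPM in the other libraries. All 8 choroid plexus genes were highest in WT replicate 3, at a median of 10.04 times the mean of the others, and 4 of the 8 exceeded a mean of 1 CPM elsewhere. Ttr had 8766 counts there against 15 to 358 elsewhere. RNA from striatum in WT replicate 2 and from choroid plexus in WT replicate 3, brought in at dissection, may explain the counts of 9 and 8 genes, and no biological explanation was tested since neither follows the groups.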
